A study of Mus musculus with 2 samples. Its data were reported in "Single-cell RNA sequencing reveals dysregulation of spinal cord cell types in a severe spinal muscular atrophy mouse model" (2022).

How the data were processed

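Single-cell RNA-seq had been carried out on whole spinal cords of mice at postnatal day 4, with 1 library labelled SMA and 1 labelled Con. Spinal muscular atrophy (SMA) is caused by loss of the SMN protein. Per the study's methods, the SMA mice were of the severe Taiwanese model, which lacks intact mouse Smn1 and carries copies of the human SMN2 gene, and the Con mice were littermates with 1 intact Smn1 allele and the same transgene. Littermates were pooled into each library, and the sexes of the pooled animals were not stated. Groups were taken from the sample labels alone.

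The deposited files hold raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, made by the authors with Cell Ranger from 10x Genomics 3′ libraries of version 3 chemistry. Per the file headers the version was 4.0.0, which is not the version given in the study's methods, and the mouse genome build was not stated. A UMI tags 1 captured RNA molecule, so the counts carry no correction for library size. Barcodes had been filtered by the authors before deposit, and the lowest total per barcode was 737 UMIs in the library labelled SMA and 519 in the library labelled Con. The limits on genes and mitochondrial share that the authors applied afterwards were not applied in these files. Every file listed the same 32285 genes, of which 78 symbols occurred more than once, and those genes were kept apart by their identifiers. Positions were taken from GENCODE M21 on GRCm38 by gene identifier, which matched 32158 of the 32285 identifiers (99.6%), and may not be those of the authors' build.

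Cells were filtered by the limits the authors stated. Barcodes with under 200 genes, over 4000 genes or a mitochondrial share of 10% or more were left out. A cluster with a median ribosomal-protein share over 30% was then left out, as the authors had done with such a cluster. Doublets were treated by the upper limit of 4000 genes. The doublet caller Scrublet marked 1093 of 13296 cells of the library labelled SMA (8.22%) and 6 of 10256 cells of the library labelled Con (0.0585%), so its own threshold was taken not to have worked and was not used.

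Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes within libraries were reduced to 30 principal components, each cell was joined to its 20 nearest neighbours, and the shared-neighbour graph was divided by the Louvain method at resolution 1, without correction between libraries. Smn1, Tsix, the genes of the lists fixed in advance and the ribosomal-protein, oxidative-phosphorylation and mitochondrially encoded genes were kept out of the clustering and of the naming. The cycling genes, the genes named outside the lists and the lists written later were not kept out. Genes in under 10 kept cells were kept out as well. Each cluster was given the class with most markers among its 60 genes of highest fold, out of 18 classes with markers fixed in advance. Where no marker of any class was among these 60 genes, as in 3 clusters led by cell-cycle genes, the class with most detected markers overall was given. A marker counted as detected where it was found in 10% or more of the cluster's cells at 2-fold or more the level of the other cells. A cluster stayed unnamed where under 3 markers were detected, where its depth was low and no marker of its own was among its 10 leading genes, where another class had more markers among those 10 genes, or where another class came close to it among the 60 genes. The last of these rules was set after the data were seen. Names are written with "-like", and since the classes were rebuilt from the counts, a difference from the study's classes may come from the names.

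UMIs were summed over the cells of a class in each library and expressed as CPM, that is, scaled to a common total per class and library. Differences are given as the log2 ratio of the library labelled SMA over the library labelled Con. With 1 library per group there was no replicate, so no test between groups, p-value or number of changed genes was computed. Shares of cells have exact Clopper-Pearson intervals, summed UMIs exact Poisson intervals, ratios of UMIs exact conditional binomial intervals, and ratios of shares intervals on the log scale, all at the 95% level. A median over a gene list has an interval from 2000 Poisson redraws of its counts. A count of 0 was given an upper limit of 3 counts. Expression was compared in classes with at least 50 cells in each library.

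The vascular list held 16 genes that the study had picked from these same libraries. The other lists fixed in advance were 4 haemoglobin genes, Xist with 4 genes of the Y chromosome, 3 glial genes and 10 ligands and receptors, of which 1 is not reported here. A list's median over genes with at least 100 UMIs was set against 10000 random lists of equal size drawn within 20 bins of mean expression. Ribosomal-protein genes (86), nuclear oxidative-phosphorylation genes (94) and mitochondrially encoded genes (13) were defined by symbol. A cell was called cycling with at least 3 UMIs of 15 cycling genes after thinning to 1000 UMIs, and cells with fewer were left out. Outside the lists, the text names in each class the 3 genes of highest and the 3 of lowest log2 ratio among genes with at least 100 UMIs over both libraries, leaving out markers, leading genes of the class's own clusters, and mitochondrial and ribosomal-protein genes. The samples, the comparisons, the lists, this rule and most of the alternative settings were fixed before the data were examined.

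Both libraries listed many of the same barcodes, which had not been foreseen. The results were therefore computed again in 2 ways chosen after seeing the data, wherever at least 50 cells of a class were left for expression (this left out macrophage-like cells), first with barcodes also listed in the library labelled Con left out of the library labelled SMA, and then over deep cells. Deep cells had at least 5000 UMIs and were, for the library labelled SMA, of barcodes not listed in the other library and, for the library labelled Con, of barcodes listed in both. A further added alternative left out the highest 6% of Scrublet scores. The alternatives fixed in advance changed the limits on cells, the Louvain resolution, the clustering method (Leiden), the number of components, the genes clustered on, the correction between libraries (mutual nearest neighbours), the scaling of counts, the weight of each cell, the thinning and the limit on UMIs for named genes. The gene lists of p53 targets, S-phase genes, posterior Hox genes, middle and anterior Hox genes and choroid plexus genes were written after the main results and before their own values were read, and histone genes were taken by symbol, without the 4 seen before.

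The ratio and interval calculations were tested on simulated data drawn from the real means, with 200 genes changed 2-fold. For astrocyte-like cells, over 10210 genes, 95.6% of intervals held the true ratio and 99.5% of the changed genes had an interval on the right side. For fibroblast-like cells, over 4295 genes, these were 95.8% and 94.5%. A leak of 20% into a second library was also drawn from the totals of the 25419 barcodes labelled Con. It came back as 20% by median over the barcodes with at least 5000 UMIs. This outcome follows from the way the leak was drawn, so it checks the arithmetic alone. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, python-igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. The bulk RNA-seq, the cell-cell communication analysis, the pseudotime analysis and the staining of the study were not analysed here, and neither were the sequencing reads.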

Results

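The spinal cord transcriptome of SMA mice was compared with that of heterozygous Con mice at postnatal day 4, to find which cell types and genes differ between them. Each group was 1 library of pooled littermates, so no difference between the groups could be set against a spread between replicates. All intervals cover counting error only. The library labelled SMA held 26921 barcodes with 85872075 UMIs, and the library labelled Con held 25419 barcodes with 97894084 UMIs.

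A mitochondrial share of 10% or more removed 12396 barcodes of the library labelled SMA and 14065 of the library labelled Con. The limit of 200 genes removed 777 and 328 barcodes, and the limit of 4000 genes removed 469 and 819. A cluster with a high ribosomal share, made up of 1340 barcodes of the library labelled Con and 0 of the library labelled SMA, was left out next. This left 13296 cells labelled SMA (49.4% of barcodes, 95% interval 48.79 to 49.99) and 8916 labelled Con (35.1%, 34.5 to 35.7). A mitochondrial limit of 20% moved the number labelled Con most, to 17256 cells. The kept cells held 57010242 and 59377700 UMIs, and the median gene number over the 22212 cells was 1929. Depth was unequal, with a median of 3441.5 UMIs and 1433.5 genes per cell labelled SMA against 6232 UMIs and 2305.5 genes per cell labelled Con. Once cells were thinned to 1000 UMIs the median of the expected gene number per cell was 649.5 and 637.4, after 1392 and 287 shallower cells had been left out.

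The 2 libraries had 8163 barcodes in common. Among barcodes of at least 5000 UMIs, 7058 of 7131 barcodes labelled Con (98.98%, 98.7 to 99.2) were also listed in the library labelled SMA, against 160 of 5750 in the opposite direction (2.78%). The share for the library labelled Con was 0.777% between 1000 and 2000 UMIs and rose to 78.4% between 4000 and 5000 UMIs. For pairs whose Con copy had at least 5000 UMIs, the SMA copy held a median of 17.6% as many UMIs (5th to 95th percentile 15.9 to 18.9). Of 5159 pairs kept and named in both libraries, 98.1% fell in the same class, against 16.9% when the pairs were shuffled. Shared barcodes made up 6509 of the 13296 kept cells labelled SMA (49.0%) and held 20.0% of their UMIs. Leaving them out kept 6787 cells labelled SMA with a median of 6109 UMIs. For this reason the values below are given over all kept cells and, for many that moved, also without the shared barcodes or over deep cells (4841 labelled SMA and 5771 labelled Con), which are defined with the processing.

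**Figure D1:**
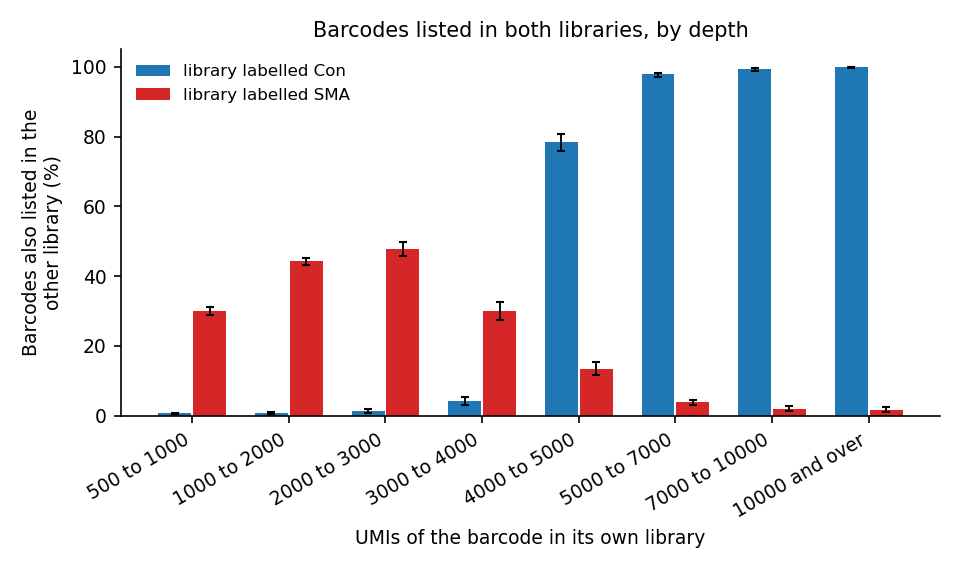
Percentage of barcodes of each library that were also listed in the other library (vertical axis), by the number of UMIs of the barcode in its own library (horizontal axis); bars are the 2 libraries and error bars are 95% binomial intervals. The bars labelled Con rise from 4.12% between 3000 and 4000 UMIs to 99.9% at 10000 UMIs and more, while those labelled SMA fall from 47.7% between 2000 and 3000 UMIs to 1.81%.

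Smn1 is the gene targeted in this model and served as a check of the labels. Smn1 (ENSMUSG00000021645, GRCm38 chromosome 13, 100124852 to 100137690, plus strand, protein-coding) had 2712 UMIs in the kept cells labelled SMA and 2602 in those labelled Con. These were 47.6 CPM (45.8 to 49.4) and 43.8 CPM (42.2 to 45.5), a log2 ratio of 0.12 (0.04 to 0.20). The median over 14598 genes was shifted by 0.14 in the same cells, and centring on that median moved Smn1 most, to -0.03. Among named cells other than erythroid-like ones, where the median gene stood at 0.03, Smn1 was at 50.4 and 50.6 CPM. It was lower in 7 and higher in 4 of 11 classes, and no interval in any class lay off 0. Without shared barcodes it was lower in 3 and higher in 7 of 10 classes, and the same counts held over deep cells. A lower Smn1 level was therefore not detectable in the library labelled SMA, and the groups are named by their labels throughout.

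The cells formed 33 clusters, of which 4 stayed unnamed and the others were named as 14 classes. Unnamed cells were 7.40% of the library labelled SMA and 10.5% of the library labelled Con. Among them, 3 clusters had leading markers of a pair of classes. The pairs were oligodendrocytes with microglia (2.13% against 5.89%), oligodendrocytes with COPs, the committed oligodendrocyte precursors (3.61% against 2.95%), and oligodendrocyte precursors with neurons (0.865% against 0.718%). Cell-cycle genes led 3 OPC-like clusters (oligodendrocyte precursors), 1 astrocyte-like cluster and 1 microglia-like cluster.

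Fibroblast-like cells were 1.62% (1.42 to 1.85) of cells labelled SMA and 6.72% (6.21 to 7.26) of cells labelled Con, a log2 ratio of -2.05 (-2.27 to -1.83). The ratio moved most over deep cells, to -1.14, and was -2.86 without shared barcodes. Erythroid-like cells were 3.28% and 9.80%, a log2 ratio of -1.58, and this was -0.89 without shared barcodes. Monocyte-like cells were 0.301% and 3.19%. Mural-like cells (pericytes and smooth muscle) were 2.25% and 3.01%, with a log2 ratio of -0.42 that became -1.51 over deep cells. Higher shares in the library labelled SMA were found for ependymal-like cells, 7.02% and 3.40% (log2 ratio 1.05), microglia-like cells, 14.4% and 10.2% (0.50), and OPC-like cells, 25.9% and 19.6% (0.40). These 3 kept their direction over deep cells, at 1.33, 0.51 and 0.43. Oligodendrocyte-like cells were 1.93% and 0.505%, a log2 ratio of 1.94 that rested on 257 and 45 cells and changed direction under 3 settings of filtering and clustering. Of the 257 cells labelled SMA, 212 had a shared barcode. Without these the ratio was 0.39 (-0.20 to 0.99), on 45 and 45 cells, and over deep cells it was 0.82 (0.06 to 1.58), on 34 and 23. The endothelial-like share changed direction as well, from 0.32 over all kept cells to -0.21 (-0.44 to 0.02) over deep cells. Astrocyte-like cells were 20.0% and 18.1%, and the log2 ratio was -0.07 over deep cells. COP-like cells were 5.88% and 6.24%, a log2 ratio of -0.08 that became -0.96 without shared barcodes and -0.9996 (-1.23 to -0.77) over deep cells. Schwann-like cells were 2.21% and 2.56%, a ratio of -0.21 that became -0.92 and -0.75. Macrophage-like cells were 0.760% and 0.774%, with a ratio of -0.65 (-1.28 to -0.01) over deep cells. Neuron-like cells were 0.579% (77 cells) and 0.292% (26 cells). None of these cells had a UMI of the 6 motor neuron genes Chat, Slc18a3, Slc5a7, Mnx1, Isl1 and Prph, which allows up to 3.90% of the 77 and 11.5% of the 26 cells.

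**Figure D2:**
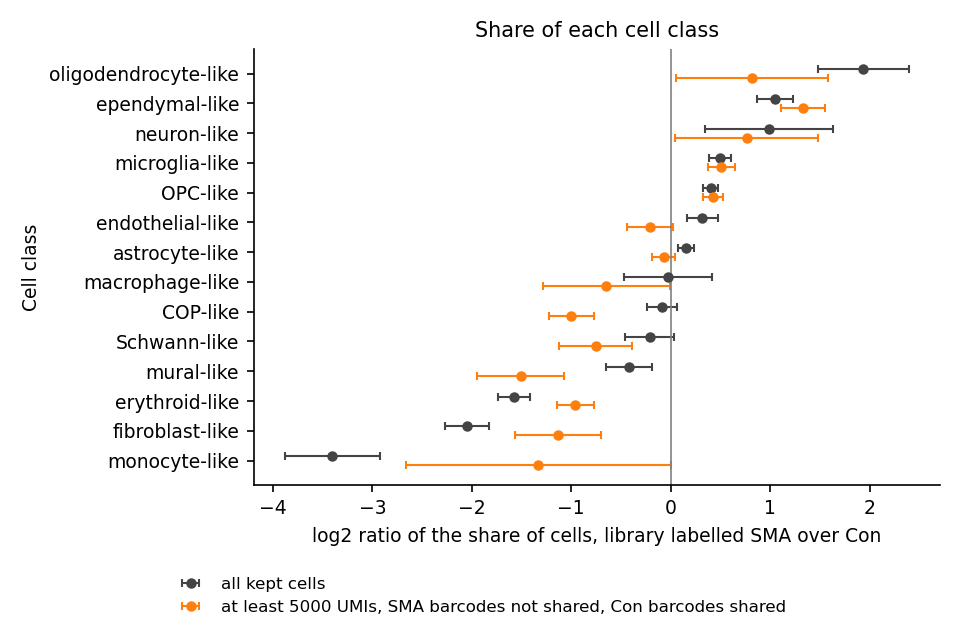
Log2 ratio of each class's share of cells, library labelled SMA over library labelled Con (horizontal axis), by cell class (vertical axis). Points are the ratio over all kept cells and over deep cells, and bars are 95% intervals for counting error. Fibroblast-like cells stay below 0 in both (-2.05 and -1.14) and ependymal-like cells above 0 (1.05 and 1.33). The endothelial-like ratio goes from 0.32 to -0.21. Without shared barcodes, which are not drawn, these ratios were -2.86, 1.52 and -0.08.

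The study described a strong decrease of 1 fibroblast subtype, so the fibroblast-like cells were clustered again. They formed 5 sub-clusters. Sub-cluster 1 held 196 of 216 cells labelled SMA (90.7%) and 157 of 599 labelled Con (26.2%). Sub-clusters 2, 3 and 4 held 272, 101 and 54 cells labelled Con and 0 labelled SMA, which allows a share of up to 1.39% for each in the library labelled SMA. This limit counts all 216 cells labelled SMA and would be higher over the 63 without a shared barcode. Together sub-clusters 2, 3 and 4 were 71.3% (67.5 to 74.9) of the fibroblast-like cells labelled Con. Among the 68 cells of these sub-clusters with at least 5000 UMIs, 1 had a barcode also listed in the library labelled SMA (1.47%), against 5045 of 5049 other cells labelled Con outside the erythroid-like class (99.9%). Their median mitochondrial share was 2.08%, against 6.27% in the other fibroblast-like cells labelled Con. Deep cells hold only 1 cell of sub-clusters 2, 3 and 4. Computed again over deep cells, the share in sub-clusters with no cell labelled SMA was 0% (upper bound 2.40%).

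The vascular list was taken next, in the 3 classes of the vessel wall. The study chose these 16 genes on the same libraries, so a difference in them is no independent evidence. In fibroblast-like cells the median log2 ratio of the 15 genes with at least 100 UMIs in total and a UMI in each library was -1.30 (-1.43 to -1.20), and -1.48 with Ly6a at its bound. All 15 were lower in the library labelled SMA. The median moved most without shared barcodes, to -1.88, and was -0.81 over deep cells. As the choice of the list favours, none of 10000 random lists of like expression had a median as low over all kept cells, and 0.01% had over deep cells. Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706, plus strand) had 1850 and 19317 UMIs, or 2185 and 6929 CPM, a log2 ratio of -1.66 (-1.73 to -1.60) that became -1.15 over deep cells. Timp1 (chromosome X, 20870166 to 20874735) had 58 and 9756 UMIs, a log2 ratio of -5.67 (-6.07 to -5.30), and -1.83 over deep cells. Of its 9756 UMIs, 9457 lay in the sub-clusters with no cell labelled SMA. Every ratio of this list over all kept fibroblast-like cells includes those sub-clusters. Rarres2 stood at -1.30 and Dcn at -0.32. Ly6a had 0 and 6190 UMIs and was at least 627-fold lower in the library labelled SMA, and at least 3.81-fold lower over deep cells. The 2 genes S100a10 and Fn1 changed direction, from -1.08 and -2.45 to 2.67 and 2.33 over deep cells.

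In mural-like cells the median of 11 genes was 0.47 (0.17 to 0.74), which all 10000 random lists fell below. It became 1.10 over deep cells and changed direction when each cell was weighted equally (-0.04). In endothelial-like cells the median of 9 genes was 0.26 (-0.00 to 0.36), with 99.78% of random lists below it. It became -0.05 without shared barcodes and was 0.25 over deep cells, with 96.61% of random lists below it.

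**Figure D3:**
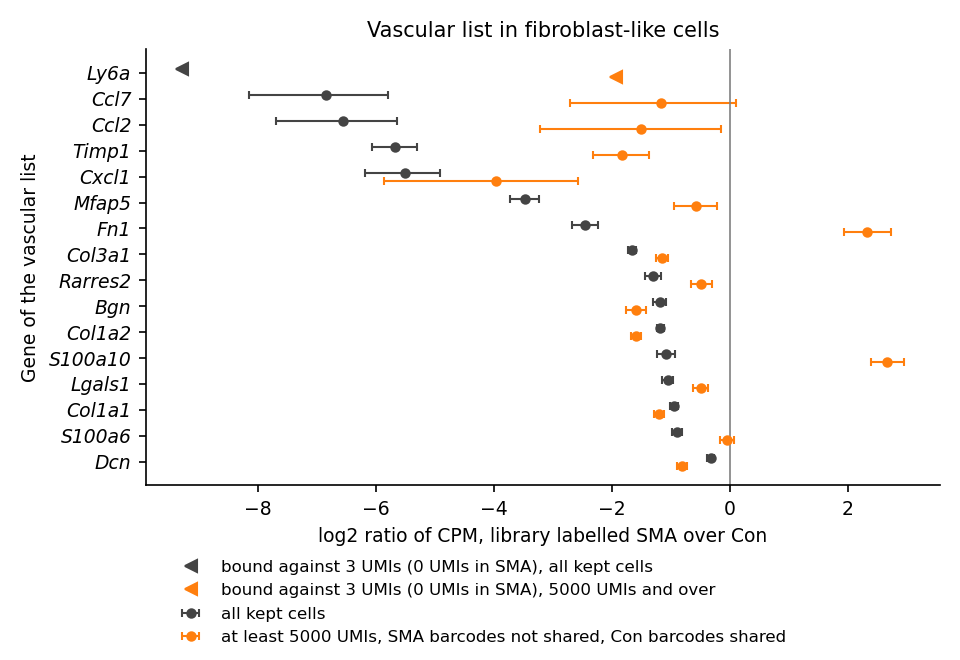
Log2 ratio of CPM in fibroblast-like cells, library labelled SMA over library labelled Con (horizontal axis), for the 16 genes of the vascular list (vertical axis); points are ratios over all kept cells and over deep cells, bars are 95% intervals for counting error, and triangles are bounds where the library labelled SMA had 0 UMIs. Over all kept cells the genes with a ratio run from -6.84 for Ccl7 to -0.32 for Dcn, and over deep cells S100a10 and Fn1 lie above 0 at 2.67 and 2.33.

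The study listed Xist among the genes that were lower in SMA mice, and the sexes of the pooled mice were not stated. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254, minus strand, a long non-coding RNA) had 5998 UMIs in the kept cells labelled SMA and 31334 in those labelled Con, or 105.2 and 527.7 CPM. The log2 ratio was -2.33 (-2.37 to -2.29), and it moved most over deep cells, to -8.74. Xist was lower in 11 of 11 classes, from -3.76 in ependymal-like to -1.09 in erythroid-like cells. The Y-chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty had 7871 and 3746 UMIs, a log2 ratio of 1.13 (1.07 to 1.19), and were higher in 11 of 11 classes. Outside the erythroid-like class, cells labelled SMA whose barcodes were not shared had 1.63 CPM of Xist. Among them 0.107% of 6400 cells thinned to 1000 UMIs had an Xist UMI (0.342% unthinned, 29 left out). Cells labelled SMA with a shared barcode had 528 CPM and 33.3% (42.0% unthinned, 1357 left out), close to the 622 CPM and 36.8% (57.2% unthinned, 2 left out) of the cells labelled Con with a shared barcode. The erythroid-like class, in which Xist was low in both libraries, had 3.98 and 8.47 CPM.

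The haemoglobin list was read because the study found these genes lower in nearly all cell types. Hba-a1 and Hba-a2 on chromosome 11 and Hbb-bs and Hbb-bt on chromosome 7 are near-identical pairs, so the division of UMIs within a pair is uncertain, and their sum was used. In named cells other than erythroid-like ones it was 18485 CPM in the library labelled SMA and 32379 CPM in the library labelled Con, a log2 ratio of -0.81 that moved most when each cell was weighted equally, to -0.47. The sum was lower in 9 of 10 non-erythroid classes, with the lowest ratio in Schwann-like cells (-2.12) and a higher value in ependymal-like cells (0.28). Without shared barcodes 8 of 9 were lower, from -6.25 in Schwann-like to 0.32 in ependymal-like cells. Over deep cells 8 of 9 were lower as well, from -6.40 in fibroblast-like to 0.54 in ependymal-like cells. In the erythroid-like class the level was alike, at 893503 and 895356 CPM.

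Of the glial list, Tmsb10 (ENSMUSG00000079523, chromosome 6, 72957347 to 72958748) was compared in the 11 classes with at least 50 cells in each library, which leave out neuron-like cells. Its log2 ratio was higher in 10 of 11 classes, each with an interval above 0, and was -0.03 in macrophage-like cells. The ratio was 0.31 in OPC-like and 0.58 in astrocyte-like cells. Among these classes the level was highest in endothelial-like cells, at 5416 and 5138 CPM (0.08). With each cell weighted equally, Tmsb10 changed direction in COP-like (-0.16), endothelial-like (-0.05) and mural-like cells (-0.07). Apoe and Fabp7 were to be read in oligodendrocyte-like cells, which numbered 45 in the library labelled Con and fell under the minimum of 50.

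For the ligands and receptors of the signalling list, Ptn (ENSMUSG00000029838, chromosome 6, 36714929 to 36810220) was at 6779 and 5568 CPM in OPC-like cells, a log2 ratio of 0.28, and at 0.20 in astrocyte-like cells. The ratio for Mdk was 0.18 in OPC-like and -0.06 in astrocyte-like cells, and that for Psap was -0.30 and -0.12. Angptl4 had 18 and 28 UMIs in OPC-like cells, a ratio of -0.99, and 1072 and 1233 UMIs in astrocyte-like cells, a ratio of -0.11 (-0.23 to 0.01). The 5 genes Vegfb, Ncam1, Ncl, Ptprz1 and Nlgn3 lay between -0.28 (Vegfb) and 0.07 (Ptprz1) in both classes.

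Translation and energy metabolism were compared because the study described both as lower across cell types. The study read the pathways of translation and of the ATP metabolic process, in the single cells and in whole tissue. The sets used here were defined by symbol and read as shares of summed UMIs. Both the genes and the measure therefore differ from the study's, and the values do not test its result directly. Ribosomal-protein genes took 11.9% and 11.8% of the UMIs of named non-erythroid cells, a log2 ratio of 0.01 that changed direction under 6 settings and moved most, to -0.10, when the high-ribosome cluster was kept. Within classes they were higher in 10 of 11, up to 0.21 in macrophage-like cells, and lower in COP-like cells, while 9 of 11 were higher on centring, 8 of 11 with equal weight per cell and 9 of 10 over deep cells. Nuclear oxidative-phosphorylation genes took 3.23% in the library labelled SMA and 2.97% in the library labelled Con, a log2 ratio of 0.12 (0.12 to 0.13) that moved most with equal weight per cell, to 0.08. They were higher in 11 of 11 classes, from 0.01 in mural-like to 0.49 in fibroblast-like cells, and in 10 of 11 with equal weight per cell, where mural-like cells fell just below 0. Mitochondrially encoded genes took 6.47% and 6.38%, were lower in 7 of 11 classes, and changed direction over deep cells (-0.03), on centring (-0.01) and under the mitochondrial limit of 20% (-0.04).

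Cycling cells were 21.3% (19.9 to 22.9) of OPC-like cells labelled SMA and 18.7% (16.9 to 20.6) of those labelled Con after thinning, which left out 506 and 8 cells; the unthinned shares were 27.6% and 35.7%. The median depth of all kept cells was 3441.5 and 6232 UMIs, and in the erythroid-like class, taken as background, 1.63% and 1.39% of thinned cells were called cycling. The log2 ratio of 0.19 (0.02 to 0.36) moved most under the mitochondrial limit of 20%, to -0.11, and was -0.02 without shared barcodes. Of COP-like cells, 1 of 739 and 0 of 550 were called cycling.

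The rule for named genes gave 66 entries over 11 classes, of which 29 were also named with a limit of 50 UMIs and 20 with a limit of 300. Counts were low for many of them. In fibroblast-like cells Ptgds (ENSMUSG00000015090, chromosome 2, 25466709 to 25470046) was among the highest, with 22036 and 640 UMIs and a log2 ratio of 6.83 (6.71 to 6.94), and Dapl1 had 101 and 0 UMIs and was at least 111-fold higher. Aspn had 1 and 735 UMIs, a ratio of -7.80 (-13.1 to -5.32), but 1 and 4 UMIs over deep cells (-0.71, -6.33 to 2.63). Serpinb2 had 0 and 1019 UMIs and was at least 103-fold lower, but 1017 of the 1019 lay in the sub-clusters with no cell labelled SMA. Over deep cells it had 0 and 28 UMIs and was at least 3.81-fold lower. Most of these 28 UMIs lay in the 1 deep cell of those sub-clusters, so this bound rests on that cell. In endothelial-like cells Fabp4 had 1 and 279 UMIs (-8.19, -13.5 to -5.70), but 1 and 1 over deep cells (0.61, -5.68 to 6.91). Hist1h4h had 385 and 18 UMIs in them (4.35, 3.67 to 5.12) and Phlda3 had 336 and 34 (3.24), and these were 5.17 and 4.21 over deep cells. In ependymal-like cells Ttr (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321) had 3447 and 0 UMIs and was at least 492-fold higher in the library labelled SMA, whereas over deep cells it had 2 and 0 UMIs, too few for a ratio. Histone genes were among the 3 highest in OPC-like, microglia-like, COP-like, endothelial-like, ependymal-like and mural-like cells, and Hist1h2bc reached 1.95 (1.83 to 2.08) in OPC-like cells. Among the lowest were Tsix in OPC-like cells (-2.20), Hoxd11 in astrocyte-like cells (-1.53), Cdkn1c in Schwann-like cells (-1.56, and -3.19 over deep cells), Mid1 in COP-like cells (-1.63) and Ccl3 in ependymal-like cells (-1.85). Macrophage-like cells had Lrg1 highest (3.32), mural-like cells Cdkn1a (2.14) and astrocyte-like cells Ptgds (3.16). The spread of all genes was widest in fibroblast-like cells, where the 5th and 95th percentiles of the log2 ratio over 4270 genes were -1.61 and 0.88, against -0.34 and 0.39 over 10969 genes in OPC-like cells.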

Values the study reported

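The study reported that 8887 control cells and 13268 SMA cells passed its filters, and it gave 1933 as the averaged median number of genes in a cell. It placed 22.97% of all cells among OPCs and 0.46% among neurons. For 1 of its fibroblast subtypes it gave a decrease of nearly 4-fold for Col3a1.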

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

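All tests of explanations in this part were chosen only after the results they bear on had been seen.

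The 8163 barcodes listed in both libraries drew attention because the comparisons do not use this sharing, and so many pairs were found. Chance overlap is argued against, since 98.98% of the barcodes labelled Con with at least 5000 UMIs were also listed in the library labelled SMA, against 2.78% in the opposite direction. The same 2.78% argues against molecules of the library labelled SMA having been counted in the library labelled Con to a like degree. Molecules of the library labelled Con counted in the library labelled SMA are a candidate explanation. The SMA copy held a near-constant share of the UMIs of the Con copy, with a median of 17.6% (5th to 95th percentile 15.9 to 18.9), and 98.1% of pairs fell in the same class, against 16.9% of shuffled pairs. Since the lowest total among the barcodes labelled SMA was 737 UMIs, only deep barcodes labelled Con could be found again. Mixing of the libraries, exchange of index sequences and a joint run of the sequencer were not told apart, because the reads were not analysed. No biological explanation was tested.

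The 1340 barcodes with a high ribosomal share drew attention because they lay in 1 library alone and outside every comparison. Their median share of UMIs per barcode was 49.5% for ribosomal-protein genes and 0.148% for mitochondrially encoded genes. They are argued against as shallow cells of the Con suspension, since Xist was at 10.0 CPM (5.00 to 17.9) against 322 CPM (279 to 371) in the 597 other barcodes labelled Con with under 1500 UMIs. Droplets of a library other than these 2 cannot be told apart from another origin. The Y-chromosome genes, at 9.11 CPM (4.37 to 16.8) against 27.8 CPM (16.2 to 44.5), had intervals that overlapped, and with a median of 726 UMIs the barcodes were too shallow for their sharing to be read. Genes chosen after their values were seen included Mycn, at 4022 against 8.37 CPM, and Stmn2, at 15660 against 42.3 CPM. No source was named for these barcodes. A kind of cell that differs with the genotype and is low in Xist stays open, as untested.

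The vascular list drew attention because its median log2 ratio was 0.47 in mural-like cells and -1.30 in fibroblast-like cells, though the mural-like value was -0.04 with each cell weighted equally. The difference between the classes was not tested. The fibroblast-like cells found in the library labelled Con alone are argued against as the whole cause in that class. The median over deep cells, which hold only 1 of them, was still -0.81 (-0.96 to -0.73). Molecules of the library labelled Con in the library labelled SMA are argued against as well, because both medians grew without the shared barcodes, to 0.87 and -1.88. A different mixture of cells within each class, the sexes of the animals and the SMA genotype itself stay open, as untested.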

How the results depend on the processing

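The settings that left out shared barcodes, took deep cells or left out the highest 6% of Scrublet scores were chosen only after the results had been seen, and the cause of a change was not tested unless it is given. No paired analysis was possible because each group was 1 library. The Scrublet alternative fixed in advance was not run, since its threshold marked 0.0585% of cells labelled Con. Subtraction of free RNA was not run either, since the implied share of free RNA was 160.6% in the library labelled Con.

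The fibroblast-like share kept its direction under all 14 settings, from -2.86 to -1.14. The erythroid-like share stayed between -1.58 and -0.89, Col3a1 in fibroblast-like cells between -2.10 and -1.15, oxidative phosphorylation between 0.08 and 0.16, and Xist between -8.74 and -0.89. Haemoglobin outside erythroid-like cells stayed between -1.08 and -0.47.

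Without the shared barcodes 6787 cells labelled SMA were kept by construction. Ratios became -0.89 for the erythroid-like share, -2.86 for the fibroblast-like share, -8.45 for Xist, -0.99 for haemoglobin, 0.0213 for ribosomal proteins, 0.16 for oxidative phosphorylation and -2.10 for Col3a1. The vascular list came to -1.88 in fibroblast-like, -0.0503 in endothelial-like and 0.87 in mural-like cells. The cycling share of OPC-like cells (-0.0192) and the endothelial-like share (-0.0761) reversed, and the share of Con fibroblast-like cells in sub-clusters with no SMA cell was 47.2%.

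Over deep cells the ratios were -0.96 for the erythroid-like share, -1.14 for the fibroblast-like share, -8.74 for Xist, -0.99 for haemoglobin, 0.0438 for ribosomal proteins, 0.15 for oxidative phosphorylation and -1.15 for Col3a1. The vascular list was at -0.81 in fibroblast-like and 1.10 in mural-like cells, and the sub-clusters with no cell labelled SMA held 0%. Reversed were the astrocyte-like share (-0.0708), the endothelial-like share (-0.21), mitochondrially encoded genes (-0.0288), S100a10 (2.67) and Fn1 (2.33).

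With at least 500 genes per cell the ratio was -1.15 for the erythroid-like share, 0.035 for Smn1, -2.42 for Xist, -0.70 for haemoglobin and 0.11 for oxidative phosphorylation, and ribosomal proteins reversed (-0.00558). With no upper limit on genes Xist was -2.48, haemoglobin -0.79, ribosomal proteins 0.00171, oxidative phosphorylation 0.14 and the vascular list in fibroblast-like cells -1.47. A mitochondrial limit of 20% kept 17256 cells labelled Con. The erythroid-like share became -1.09, the fibroblast-like share -1.47, ribosomal proteins 0.0253, oxidative phosphorylation 0.10 and the Con-only part of the fibroblast-like cells 59.5%. Cycling OPC-like cells (-0.11), the oligodendrocyte-like share (-0.0902) and mitochondrially encoded genes (-0.0366) reversed. With the high-ribosome cluster kept, the erythroid-like share was -1.38, haemoglobin -0.78 and oxidative phosphorylation 0.14, while ribosomal proteins (-0.10) and the neuron-like share (-4.52) reversed. Without the highest Scrublet scores haemoglobin was -1.08, ribosomal proteins 0.0126 and the Con-only part 28.8%.

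Haemoglobin was -0.84 at Louvain resolution 0.5 and -0.73 at resolution 2, -0.77 with Leiden, -0.82 with 20 components, -0.70 with all variable genes and -0.76 with mutual nearest neighbours. Oxidative phosphorylation was 0.13 at resolution 0.5 and 0.11 with all variable genes. Ribosomal proteins were 0.01142 with 20 components and 0.0114 with mutual nearest neighbours, and reversed with all variable genes (-0.00503). The oligodendrocyte-like share reversed at resolution 2 (-0.29) and with 20 components (-0.00332).

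CPM without haemoglobin and mitochondrial genes gave Xist -2.45 and oxidative phosphorylation 0.10, with Smn1 (-0.00878) and ribosomal proteins (-0.0134) reversed. Centring on the median gene gave -2.47 for Xist, -0.84 for haemoglobin and 0.093 for oxidative phosphorylation, with Smn1 (-0.0258), ribosomal proteins (-0.0232) and mitochondrially encoded genes (-0.00985) reversed. Equal weight per cell gave Xist -0.89, haemoglobin -0.47, oxidative phosphorylation 0.0791 and the vascular list -1.60 in fibroblast-like and -0.11 in endothelial-like cells. Under equal weight ribosomal proteins (-0.0522), the vascular list in mural-like cells (-0.0357), and Tmsb10 in COP-like (-0.16), endothelial-like (-0.0547) and mural-like cells (-0.0700) reversed. Thinning to 2000 UMIs reversed the cycling share of OPC-like cells (-0.00274). Of the 66 named entries 29 were named again with 50 UMIs and 20 with 300.

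For 70 other results the alternatives gave 1087 values, of which 830 moved by less than the counting interval, 242 moved by more and 15 reversed. Over deep cells these were 25, 38 and 5 of 68, and under the 20% mitochondrial limit 43, 24 and 2 of 69. Depth limited the shared copies in particular, since the cells labelled SMA had a median of 3441.5 UMIs, and 6109 once the shared barcodes were left out.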

Other observations

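Tests in this part were chosen only after the results had been seen. Those of cord stretch, choroid plexus cells and the proportion of Alas2 to haemoglobin were also prompted by a result, but were set before the values they measure had been read. Cells without shared barcodes and deep cells were also taken only after the data had been seen.

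Xist was lower in the library labelled SMA in every class compared. Fewer UMIs per cell are argued against, since the log2 ratio over deep cells was -8.74. Different sexes of the pooled animals are a candidate explanation. The Y-chromosome genes had a log2 ratio of 1.13, and 0.107% of the cells labelled SMA without a shared barcode had an Xist UMI among 1000 UMIs, so that few or no female cells may be among them. The library labelled Con held transcripts of both kinds. An effect of the SMA genotype on Xist was not tested, and any gene that differs between the sexes is confounded with the groups.

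Of the fibroblast-like cells labelled Con, 427 of 599 lay in sub-clusters with no cell labelled SMA. Cells of the Con suspension are argued against as their source, since 1.47% of their 68 deep barcodes were listed in the library labelled SMA, against 99.9% for the other deep cells labelled Con. Droplets of a library other than these 2 are a candidate explanation. A haemoglobin UMI was found among 500 UMIs in 13.4% of them (10.3 to 16.9), against 28.8% (21.9 to 35.9) of the other fibroblast-like cells labelled Con. They had 0 UMIs of the Y-chromosome genes (up to 2.76 CPM), against 119 CPM in the others, and Xist was at 303 against 71.1 CPM. Genes chosen after their values were seen included Timp1, at 7064 against 15.01 CPM, Mfap5, Ptx3 and Serpinb2, and 2 of these 4 belong to the vascular list. For these cells, a subtype that is missing in SMA mice stays open only if the missing barcodes have a reason of their own, which was not tested. The study also stained sections of the cord and reported a strong decrease of Col3a1 in SMA mice. That staining does not rest on these libraries, and it was not analysed here.

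The fibroblast-like share was also lower over deep cells, which hold only 1 cell of those sub-clusters. Droplets of another library are thus argued against as the whole cause, at a log2 ratio of -1.14. A smaller yield of cells from the meninges, vessels and nerve roots may be the cause, since Schwann-like cells were at -0.75, mural-like cells at -1.51 and macrophage-like cells at -0.65 over deep cells. The endothelial-like share, at -0.21 (-0.44 to 0.02), had an interval that included 0. COP-like cells, of the oligodendrocyte lineage, were lower too, at -0.9996 (-1.23 to -0.77), so a smaller yield from them would not account for every class that fell. An effect of the SMA genotype on these cells stays open, as untested.

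Monocyte-like cells were fewer in the library labelled SMA, with a log2 ratio of -3.40 over all kept cells, -3.36 without shared barcodes and -1.33 (-2.66 to 0.00) over deep cells, where 6 and 18 cells were left. Droplets of another library among the shallow cells labelled Con cannot be told apart from cells of the Con suspension. Haemoglobin was found among 500 UMIs in 17.9% (13.5 to 23.2) of the 261 monocyte-like cells labelled Con without a shared barcode, against 50.5% of 1543 other cells of that kind. It was found in 19.9% (7.46 to 43.7) of those with a shared barcode, and these numbered only 23. The Y-chromosome genes were at 4.61 CPM (0.558 to 16.6) in the cells without a shared barcode, against 75.1 CPM (66.8 to 84.2) in the other cells of that kind and 39.4 CPM (14.5 to 85.8) in the monocyte-like cells with one, and the median mitochondrial share was 2.51%, 7.98% and 5.19%. Both argue for another library, but the haemoglobin values, and the Y intervals of the monocyte-like cells, overlapped. The SMA genotype stays open here too, as untested.

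Hoxd11 was among the lowest genes in astrocyte-like cells, and lists of Hox genes were then read in named cells other than erythroid-like ones. Of 11 posterior Hox genes, which leave out Hoxd11, 5 had at least 100 UMIs. Their median log2 ratio was -0.38, and their sum was -0.29 over all kept cells and -0.41 (-0.47 to -0.34) over deep cells. The sum stayed negative under each scaling, from -0.42 to -0.40 over deep cells, and was -0.07 over all kept cells with equal weight per cell. It was lower in 7 of 8 classes over all kept cells, with fibroblast-like cells at 0.62, and in 8 of 8 over deep cells. The 19 middle and anterior Hox genes, of which 19 had at least 100 UMIs, had sums at 0.07 and 0.10. Their median was -0.00879 over all kept cells on centring and above 0 under the other scalings. A different stretch of cord along its length, with less caudal tissue in the library labelled SMA, is a candidate explanation. An effect of the SMA genotype on growth of the cord or on these genes stays open, as untested.

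Histone transcripts were higher in the library labelled SMA. Of 63 histone genes other than the 4 seen first, 27 had at least 100 UMIs, and 27 of these 27 were higher, with a median log2 ratio of 0.61 over all kept cells and 0.84 over deep cells. The median stayed above 0 under each scaling, at 0.36 or more. Molecules of the library labelled Con are argued against, because the median was 0.73 without shared barcodes. More cells in S phase are argued against as a cause shared by the classes. In 5 of 10 deep classes the summed S-phase genes other than histones had an interval below 0 while histone transcripts had one above 0, and these 5 sums were negative under each scaling. In OPC-like cells the S-phase sum was -0.20 (-0.23 to -0.16), with 2 of 20 genes higher, against 0.55 for histones. In endothelial-like cells it was -0.43 (-0.55 to -0.31), with 0 of 9 higher, against 1.07. Over deep named non-erythroid cells together, all 20 S-phase genes were expressed and went both ways, with a median of -0.0372 and a sum at 0.08 (0.06 to 0.11), and the median was 0.0385 over all kept cells with equal weight. In microglia-like and Schwann-like cells S phase may add to the histone difference. The S-phase sums there were 0.38 (0.32 to 0.44) and 0.72 (0.59 to 0.85), against 1.00 and 0.58 for histones. Cycling microglia-like cells were 9.44% (7.58 to 11.6) against 4.95% (3.49 to 6.79) over deep cells after thinning (23.7% and 14.99% unthinned). Over all kept cells the thinned shares were 8.40% and 6.94%, a log2 ratio of 0.28 with an interval that included 0 (-0.13 to 0.69). A difference in library preparation cannot be told apart from the groups, since each group was 1 library. The summed histone genes over deep cells ran from 0.29 to 1.07 between classes, and all 10 were above 0, whereas over all kept cells macrophage-like cells were at -0.54 and the other 10 classes above 0. Activity of p53 cannot be told apart either. Its targets were higher over the cells together but lower in some classes in which histone transcripts were higher. The list left out Cdkn1a and Phlda3, which had been seen before. All 25 p53 targets on the list were expressed. Over all kept cells 23 of 25 were higher, with a median of 0.25, and over deep cells 20 of 24, with a median of 0.27. Their sum over deep cells was lower in 4 of 10 classes, among them microglia-like cells at -0.26 (-0.30 to -0.22), where histone transcripts were at 1.00, and ependymal-like cells at -0.24 (-0.30 to -0.19), where these were at 0.51. The median of the p53 targets stayed above 0 under each scaling. The SMA genotype stays open, as untested.

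Ttr had 3499 UMIs in the library labelled SMA and 2 in the library labelled Con, and 8 cells with at least 10 UMIs each held 98.9% of them. Choroid plexus cells are a candidate source, since 7 of these 8 cells held at least 3 of 15 other choroid plexus genes, as did 45 of the 13288 other cells labelled SMA and 26 of the 8916 cells labelled Con. The tissue itself expressed 5 of the 15 genes with at least 100 UMIs in named non-erythroid cells, and among these Sostdc1 was at 26.9 and 18.8 CPM in all kept cells. The median of the 5 was 0.84 over all kept cells and 0.95 over deep cells, and above 0 under each scaling. Of the 8 cells 7 had no shared barcode. Tissue carried over in the dissection and expression of Ttr in the cord of SMA mice were not told apart, and the latter was not tested.

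Haemoglobin outside erythroid-like cells was lower in the library labelled SMA. RNA from erythroid cells is a candidate source in both libraries. In the library labelled Con, Alas2 had 18.6 UMIs (18.0 to 19.3) per 10000 haemoglobin UMIs outside erythroid-like cells and 19.3 within them, though in the library labelled SMA these were 15.3 (14.5 to 16.1) and 12.8 (12.4 to 13.2). Droplets that also hold an erythroid cell or a fragment of one may bring most of it, since cells over 5% haemoglobin held 95.8% of these UMIs in the library labelled Con and 94.7% in the library labelled SMA. They were 4.49% and 3.11% of cells. Free RNA in every droplet may add to this, as the median deep cell had a lower haemoglobin share in 9 of 9 classes. The 500 barcodes with the fewest UMIs went the other way, with haemoglobin at 3.08% of UMIs labelled SMA and 2.02% labelled Con. The share of erythroid-like cells was itself lower in the library labelled SMA, and an effect of the SMA genotype on blood cells or on haemoglobin stays open, as untested.

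Smn1 was not lower in the library labelled SMA. Molecules of the library labelled Con are argued against as the reason, because the log2 ratio without shared barcodes was 0.14. Exchanged labels cannot be told apart from labels in order, since Smn1 was near level, at 0.0503 over deep named non-erythroid cells. Transcripts of the targeted allele or of the SMN2 transgene that were counted as Smn1 cannot be told apart from those of the intact gene either. The 2197 Smn1 UMIs in cells labelled SMA without a shared barcode are not split by exon in the counts, and the reads were not analysed.

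Hprt (chromosome X, 52988137 to 53021659), a gene chosen after its values were seen, had 11163 UMIs in the library labelled SMA and 7336 in the library labelled Con, or 196 and 124 CPM, a log2 ratio of 0.66. It was higher in 10 of 11 classes over all kept cells and in 10 of 10 over deep cells, from 0.05 in endothelial-like to 1.36 in fibroblast-like cells. A cassette with Hprt sequence in the targeted allele, of which SMA mice carry more copies, is a candidate explanation. The construct and the reads were not examined, so this stays a hypothesis. A difference of the sexes, and an effect of the SMA genotype on Hprt itself, stay open, as untested.

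Cell numbers and genes per cell were close to those quoted from the study above. Shares of classes were computed within each library and have another denominator than the quoted shares.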
